A study of Homo sapiens with 10 samples.

How the data were processed

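Gene expression was measured by RNA-seq in Kasumi-1 cells transduced with HA-tagged E2-2, E2A or HEB or with the MIGR1 vector, 1 library per group, and the labels name each library's group. Per the labels' protocols, RNA was extracted with TRIzol from GFP-positive sorted cells 4 days after infection, and libraries were made with a TruSeq RNA kit and sequenced on an Illumina HiSeq instrument. The submitters' processing notes name TopHat2 2.0.9, HTSeq 0.9.1, Bowtie2 2.2.9 and MACS2 2.1.1.20160309 and the builds hg38 and hg19, without saying which step used which. The annotation, the read length and whether counting used the strand are not given in the sources used here. Genes that overlap, antisense genes and genes with near-identical copies are therefore uncertain.

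The authors deposited 1 table of 50868 Ensembl genes with a whole-number read count per gene and library, and every row names a gene. The same table holds the authors' FPKM values, per the file headers. In the E2A library, 78.2% of 12601 genes gave a whole-number length, within 0.01, when the count was divided by the FPKM and the library's summed counts. For 11.6% of these genes that length exceeded the gene's own span. For GAPDH it was 6912 nucleotides against a span of 4448. The FPKM values of different genes are thus not set beside each other here, and FPKM serves as an alternative unit. Of the genes, 19680 had no read in any of the 4 libraries. Gene positions are those of the table. Of 34962 genes matched by symbol to a RefSeq table of GRCh38, 34887 overlapped the RefSeq gene on the same chromosome. The identifiers of 49659 rows matched a table of gene symbols.

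Counts were scaled over the 4 libraries with edgeR 4.0.16 (TMM) in R 4.3.3, and CPM values use those scaled library sizes. With 1 library per group no test across samples was possible and no p-value is given. Each fold has a 95% exact interval from the conditional binomial distribution (Clopper-Pearson), which covers counting error only; reads are not known to be independent molecules. A gene was called when its fold was at least 2, the interval excluded 1 and the 2 libraries together held at least 30 reads. A count of 0 was set to 3 reads for the fold, which is then a bound, and no fold is given where both counts were 3 or fewer. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9. Library totals ran from 14816708 to 17673090 counts.

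The rules and gene lists were fixed before the data were examined. The genes named against vector are the transduced factor gene, the 10 highest and 10 lowest called genes ranked by the interval bound nearest to 0, and up to 4 called members of each list. In direct comparisons of E proteins they are the 5 highest and 5 lowest and members of lists that stand apart. E protein and ID genes are named whatever their values. Genes known only by a clone identifier were passed over in the rankings, a choice made after seeing the table. Results for 2 genes are not reported here. The 26 lists were: E protein and ID genes, AETFC partners, plasmacytoid dendritic cell, conventional dendritic cell, MHC class II presentation, MHC class I presentation, interferon-stimulated, granulocytic, monocytic, stem and progenitor, B lymphoid, T and NK lymphoid, erythroid and megakaryocytic, mast cell and basophil, reported AML1-ETO targets, cell cycle progression, cell cycle inhibitors and p53 targets, apoptosis regulators, MYC and ribosome biogenesis, RAS and growth factor signalling, cell adhesion and migration, stress and immediate early, epithelial, fibroblast or packaging cell, replication-dependent histone, mitochondrially encoded, housekeeping. A list counts members with at least 30 reads in the 2 libraries. Its median log2 fold, with genes lacking reads in 1 library at their bound, is placed among 10000 random lists of its size drawn from 20 expression bins.

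Both steps were tested on simulated data for the real genes and library sizes. In simulated counts for E2-2 against vector (13811 genes, 200 changed), the rule recovered 100% of genes changed 3-fold. It recovered 0% of those changed 1.5-fold, which lie below its 2-fold threshold, and called 0.242% of unchanged genes. For HEB against vector (13898 genes) the rule recovered 94% of genes changed 3-fold. These simulated counts left out differences between cultures. Unchanged libraries for E2-2 against vector gave a mean of 44.3 calls with counting error alone. An assumed coefficient of variation of 0.2 between cultures gave 454. Of 100 unchanged lists of 20 genes simulated in each comparison, 1 stood apart for E2-2, 2 for E2A and 6 for HEB against vector, 6 for E2-2 against E2A, 6 for E2-2 against HEB and 3 for E2A against HEB. A few such lists follow from the cut at the lowest and highest 2.5%. Lists whose genes vary together between cultures are not covered by this check. Overlaps and correlations between comparisons that share the vector library were set beside 100 simulations of unchanged libraries, with counting error alone and with an assumed coefficient of variation of 0.2 between cultures. That value is an assumption, since no replicate gives one.

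Alternatives were DESeq2 1.42.0 size factors, library totals, no filter on low counts, at least 100 reads, the authors' FPKM as log2(value + 1) with a difference of at least 1 and a higher value of at least 1, fold thresholds of 1.5 and 4, an interval that excludes a fold of 1.5, protein-coding genes only by the RefSeq table, and TCF3, TCF4 and TCF12 left out of the library size. The ChIP-seq libraries were not analysed here.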

Results

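Kasumi-1 is a human myeloid leukemia cell line with the t(8;21) translocation, which fuses RUNX1 (AML1) to RUNX1T1 (ETO). E proteins are a family of basic helix-loop-helix transcription factors made from 3 genes: TCF4 gives E2-2, TCF3 gives E2A and TCF12 gives HEB. AML1-ETO acts in a complex, called AETFC, that holds E proteins. The study asked whether the 3 E proteins act differently in this leukemia. Each HA-tagged factor was brought into Kasumi-1 with a retroviral vector that also marks cells with GFP, and control cells received the MIGR1 vector. RNA was taken 4 days after infection from GFP-positive sorted cells. The data are 4 RNA libraries, 1 each for vector, HEB, E2A and E2-2. The HA ChIP-seq libraries and their inputs, collected 3 days after infection, were not analysed here.

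The RNA libraries held 15728974 counted reads for vector, 16791922 for HEB, 17673090 for E2A and 14816708 for E2-2. A level of 3 reads, the floor used for genes without reads, corresponded to 0.170 to 0.198 CPM, counts scaled to a library of 1000000. With 1 library per group there is no replicate check, and every interval in parentheses is a 95% exact counting interval that leaves out differences between cultures. A gene is called higher or lower when its fold was at least 2, its interval excluded 1 and the 2 libraries together held at least 30 of its reads. The calls describe these libraries, not the conditions. Percentiles place the median log2 fold of a gene list among 10000 random lists matched on expression, and a list stands apart when it lies in the lowest or highest 2.5%.

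The transduced genes were examined first, since they check the labels. Each was highest in its own library. TCF4 (ENSG00000196628, GRCh38 chromosome 18, 55222331 to 55664787) had 12484 reads in E2-2, 823 CPM, against 4 in vector, 4 in E2A and 1 in HEB. It was 3210.1-fold (1253 to 11784) higher than in vector. TCF3 (ENSG00000071564, chromosome 19, 1609290 to 1652605) was at 1312 CPM in E2A and 252 in vector, 5.20-fold (5.03 to 5.38) higher. TCF12 (ENSG00000140262, chromosome 15, 56918623 to 57299281) was at 836 CPM in HEB and 165 in vector, 5.08-fold (4.87 to 5.30) higher. Vector cells thus held TCF3 and TCF12 RNA and almost no TCF4 RNA. Reads of a transduced and a resident copy of a factor are counted together.

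E protein levels apart from the transduced one differed little. TCF3 was 1.26-fold (1.2 to 1.32) lower in E2-2 than in vector and 1.01-fold (0.964 to 1.05) higher in HEB. TCF12 was 1.13-fold (1.07 to 1.2) lower in E2-2 and 1.02-fold (0.968 to 1.08) higher in E2A. ID proteins are helix-loop-helix partners that block E protein binding to DNA. ID2 was 10.1-fold (8.85 to 11.5) higher in E2-2, 8.23-fold (7.23 to 9.40) higher in E2A and 1.68-fold (1.44 to 1.96) higher in HEB, the last below the 2-fold rule. ID3 was 34.1-fold (25 to 47.8) higher in E2-2, 15.3-fold (11.1 to 21.5) in E2A and 5.54-fold (3.97 to 7.92) in HEB. ID1 was 1.78-fold (1.52 to 2.08) lower in E2-2, 1.05-fold (0.919 to 1.19) lower in E2A and 1.27-fold (1.11 to 1.46) lower in HEB, none of them called. The list of E protein and ID genes holds the transduced gene, so its median is not read against random lists. ID4 had 0 reads in all 4 libraries, which allows up to 3 reads in each.

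**Figure D1:**
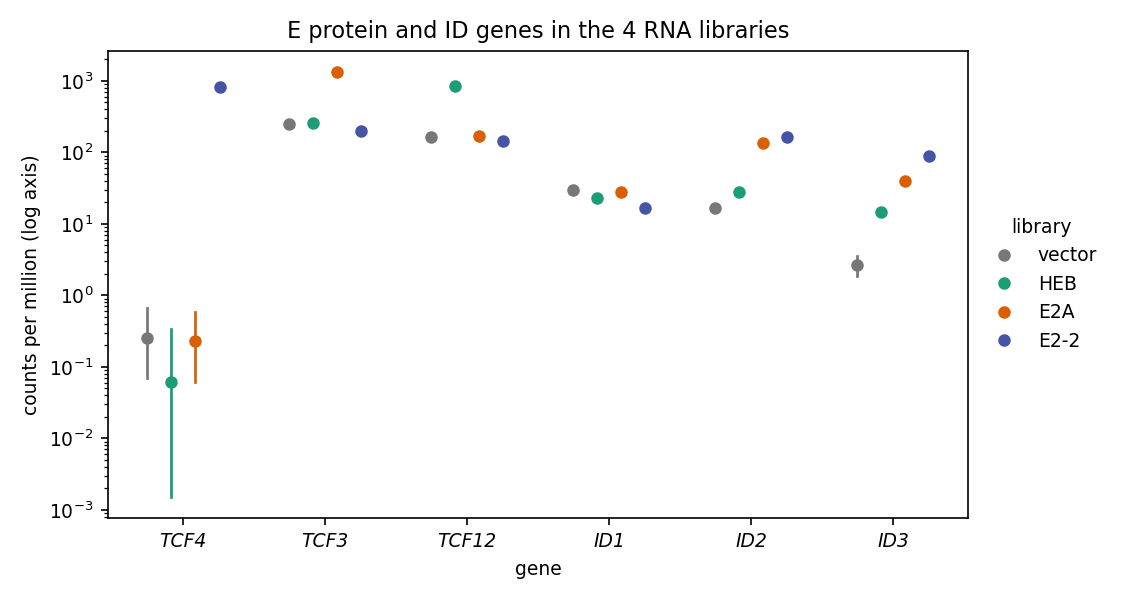
Levels of the 3 E protein genes and of ID1, ID2 and ID3 in CPM on a log axis, 1 point per RNA library, with lines for 95% counting intervals that are often shorter than the point. TCF4 stands at 823 CPM in E2-2 and under 1 in the other libraries, and ID3 goes from 2.63 CPM in vector to 14.6, 40.1 and 89.7 in HEB, E2A and E2-2.

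The comparison of E2-2 with vector asked which genes differ when E2-2 is added. Of 13884 genes with enough reads, 1173 were higher and 493 lower in E2-2. After TCF4, the genes with the largest folds were VWA5B2 (1318-fold, 365 to 10889.7) and CHRD (878-fold, 243 to 7259), which codes for the bone morphogenetic protein antagonist chordin. Both lie on chromosome 3, VWA5B2 at 184230429 to 184242329 and CHRD at 184380073 to 184390736. The trypsinogen gene PRSS2 was 617-fold (110.3 to 24415) higher, the mast cell protease gene CPA3 499.9-fold (89.3 to 19784), the imprinted non-coding RNA H19 496-fold (88.6 to 19622) and the keratin gene KRT17 492-fold (87.8 to 19459). MYBPH, FBN3 and ADRA2B had 0 reads in vector and were at least 132-fold, at least 107-fold and at least 105-fold higher. PRSS2 and KRT17 have close copies in the genome that can share reads, so their folds are less certain than their intervals say.

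Lower genes had smaller folds. The anion transporter gene SLC26A9 was 7.96-fold (6.24 to 10.3) lower, MTMR11 15.6-fold (5.79 to 58.8), the interleukin 18 receptor subunit gene IL18RAP 6.28-fold (5.53 to 7.16) and C15orf52 7.92-fold (4.97 to 13.3). SERPINA1, which codes for alpha-1 antitrypsin, had 256 reads in E2-2 and 1480 in vector, 5.62-fold (4.92 to 6.44) lower. The others at the top of this ranking were FCGBP (9.72-fold, 4.90 to 21.9), DHRS9 (5.67-fold, 4.71 to 6.86), TNFAIP8L3 (10.7-fold, 4.66 to 30.2), VSTM1 (6.35-fold, 4.46 to 9.28) and CHRM3-AS2 (8.40-fold, 4.49 to 17.4). CHRM3-AS2 is an antisense gene, and the sources used here do not say whether counting used the strand.

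Genes that mark blood lineages were next compared in groups. In plasmacytoid dendritic cells, E2-2 is the known lineage regulator, and of the list for that cell type 12 of 21 measured members were higher and 0 lower (median log2 fold 1.49, percentile 100). PLAC8 was 12.8-fold (9.59 to 17.6) higher, MZB1 10.5-fold (5.82 to 21), the interferon regulatory factor gene IRF7 8.18-fold (6.75 to 10) and TNFRSF21 5.22-fold (4.67 to 5.85). Of the monocytic list, 5 of 9 measured members were higher and 0 lower (median log2 fold 1.01, percentile 99.93). Among these, CSF1R, the receptor for macrophage colony-stimulating factor, was 28.9-fold (19.1 to 45.9) higher, LILRB2 94.6-fold (16.6 to 3778), LILRB1 14.7-fold (4.72 to 74.3) and EGR1 2.16-fold (1.68 to 2.79), and FCGR2A, named after its value was seen, 2.02-fold. Of the B lymphoid list, 4 of 8 measured members were higher and 1 lower (median log2 fold 0.90, percentile 99.8). RAG1, a recombinase gene, was 8.91-fold (4.89 to 17.8) higher, the surrogate light chain gene IGLL1 4.38-fold (4.0 to 4.79), CD79A 4.83-fold (3.24 to 7.43) and the transcription factor gene PAX5 2.92-fold (2.19 to 3.95). The lower member was CD22 (3.02-fold, 1.39 to 7.29), named after its value was seen. Without the filter on low counts the B lymphoid median was 0.143 and within random lists. The lists for monocytic and lymphoid cells also serve as markers of other cells that a sorted culture could hold.

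The granulocytic list lay below random lists: 3 of 18 measured members were higher and 1 lower (median log2 fold -0.39, percentile 0.08). Members did not move as one, with S100A8 at 145 reads against 0 (at least 49.7-fold higher), ITGB2 3.98-fold (3.31 to 4.81) higher, BPI 2.02-fold (1.43 to 2.87) higher and RNASE2 2.01-fold (1.70 to 2.38) lower. Without the filter on low counts the granulocytic median was -0.195 and within random lists. For conventional dendritic cells, 2 of 9 measured members were higher and 1 lower (median log2 fold 0.30, percentile 94.4). FLT3, a receptor tyrosine kinase gene, was 11-fold (8.48 to 14.3) higher and THBD 5.76-fold (4.54 to 7.37), while ITGAX was 4.84-fold (3.40 to 7.05) lower. Of the stem and progenitor list, 1 of 12 measured members was higher and 2 lower (median log2 fold 0.06, percentile 77.4), with ADGRG1 15.8-fold (5.07 to 79.3) higher and NPR3 2.40-fold (2.24 to 2.58) and SOX4 2.03-fold (1.90 to 2.17) lower. Without the filter on low counts its median was 0.633 and above random lists. For T and NK cells, 2 of 9 measured members were higher and 2 lower (median log2 fold 0.11, percentile 63.4). Here IL7R was 31.9-fold (5.31 to 1299.5) and HES1 5.58-fold (3.40 to 9.64) higher, and CD3D was 16.5-fold (4.24 to 142) and CD8A 2.25-fold (1.22 to 4.33) lower. The T and NK median was 0.742 without that filter and 0.756 from FPKM, above random lists in both. Of the erythroid and megakaryocytic list, 2 of 7 measured members were higher (median log2 fold -0.04, percentile 46.4). GP9 was 56.6-fold (9.74 to 2275) and the erythropoietin receptor gene EPOR 7.49-fold (6.16 to 9.18) higher. The mast cell and basophil list had 3 measured members, CPA3 among them (median log2 fold 0.09, percentile 73.7).

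Interferon-stimulated genes formed a second large group. In E2-2, 12 of 26 measured members were higher and 0 lower (median log2 fold 0.98, percentile 100). MX1 was 31.2-fold (10.3 to 154) higher, OAS3 10.2-fold (6.10 to 18.3), RSAD2 9.33-fold (6.26 to 14.5) and CMPK2 8.33-fold (6.70 to 10.5). Of the MHC class I list, 2 of 12 measured members were higher and 0 lower (median log2 fold 0.27, percentile 98.6), with the immunoproteasome gene PSMB9 4.54-fold (2.65 to 8.20) and the class I transactivator gene NLRC5 2.07-fold (1.91 to 2.24) higher. Its median was within random lists with at least 100 reads per gene (0.231) and from FPKM (0.219). Of the MHC class II list, 1 of 6 measured members was higher and 0 lower (median log2 fold 0.11, percentile 69.8), and the called gene was the protease gene CTSS (3.43-fold, 2.76 to 4.30).

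Growth-related lists were compared next. CCND3, which codes for cyclin D3, had 5874 reads in E2-2 and 229 in vector, 26.4-fold (23.1 to 30.2) higher. Of the cell cycle progression list, 3 of 32 measured members were higher and 0 lower (median log2 fold 0.39, percentile 100), with CCND2 2.60-fold (2.46 to 2.75) and MKI67 2.05-fold (2.01 to 2.1) higher. Of the list of cell cycle inhibitors and p53 targets, 5 of 20 measured members were higher and 1 lower (median log2 fold 0.55, percentile 99.97). BTG2 was 12.5-fold (8.07 to 20.3) higher, CDKN2D 4.87-fold (3.35 to 7.27) and CDKN1A, the p21 gene, 3.33-fold (2.96 to 3.76), and GADD45B was 2.0-fold (1.70 to 2.37) lower. The other higher members, named after their values were seen, were FAS (3.09-fold) and ZMAT3 (2.05-fold). MYC and ribosome biogenesis genes lay below random lists: 0 of 20 measured members were higher and 2 lower (median log2 fold -0.41, percentile 0.01). MYC was 2.33-fold (2.21 to 2.45) lower and RRP12 2.09-fold (1.96 to 2.23). Of the apoptosis regulators, 4 of 19 measured members were higher and 0 lower (median log2 fold 0.06, percentile 81.8). PMAIP1, which promotes cell death, was 4.06-fold (3.78 to 4.36) higher, as were BCL2 (3.25-fold, 2.94 to 3.59) and BCL2L1 (2.85-fold, 2.54 to 3.20), which oppose it, and BIK (2.45-fold, 2.04 to 2.95).

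The AETFC partner list lay below random lists: 1 of 17 measured members was higher and 0 lower (median log2 fold -0.39, percentile 0.03). It holds CBFB, LYL1, LMO2 and LDB1 beside genes such as ERG, FLI1, EP300, NCOR1 and HDAC1. The median describes this list and not the complex alone. The called member was SPI1, the gene of the myeloid factor PU.1, at 2.01-fold (1.89 to 2.14) higher. Of the genes reported as AML1-ETO targets, 9 of 23 measured members were higher and 0 lower (median log2 fold 0.46, percentile 100). The list does not record whether AML1-ETO was reported to raise or lower each gene. Its median thus says nothing about the direction of AML1-ETO action. Some members, such as CDKN1A and BCL2, also belong to other lists. The thyrotropin-releasing hormone gene TRH was 9.27-fold (8.83 to 9.74) higher, RASSF2 3.49-fold (3.19 to 3.83), CDKN1A 3.33-fold and BCL2 3.25-fold. Of the RAS and growth factor list, 4 of 21 measured members were higher and 0 lower (median log2 fold 0.20, percentile 96.8). SOCS1, a cytokine signalling inhibitor gene, was 27.5-fold (10.4 to 103) higher, IL6R 5.20-fold (4.32 to 6.31), PIM1 4.53-fold (3.60 to 5.74) and CSF2RB 3.79-fold (3.22 to 4.49). Its median lay above random lists with at least 100 reads per gene (0.274) and from FPKM (0.305). Of the adhesion and migration list, 5 of 16 measured members were higher and 1 lower (median log2 fold -0.27, percentile 2.60). The tetraspanin genes CD9 and CD82 were 246-fold (43.7 to 9749.6) and 27.3-fold (20.4 to 37.6) higher, the chemokine gene CCL4 was 14.4-fold (3.63 to 125) higher, and CCL5 was 3.56-fold (3.20 to 3.97) lower. The other higher members, named after their values were seen, were CXCR4 (3.01-fold) and ITGA6 (2.62-fold). The adhesion median lay below random lists from FPKM (-0.219) and among protein-coding genes (-0.275).

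Lists chosen as signs of RNA quality, handling or foreign cells had few calls. Of the stress and immediate early list, 3 of 20 measured members were higher and 0 lower (median log2 fold 0.09, percentile 88.8), with JUN 2.60-fold (2.38 to 2.83) and HMOX1 2.62-fold (1.73 to 4.04) higher. No member was called among 6 epithelial, fibroblast or packaging cell genes, 5 histone, 15 mitochondrially encoded and 16 housekeeping genes. Their median log2 folds were -0.23 (percentile 18.6), -0.17 (percentile 25.8), -0.25 (percentile 7.35) and -0.12 (percentile 39.0). With at least 100 reads per gene the epithelial median was -0.649 and below random lists, and in E2A it was -0.366, also below. From FPKM it was below in E2A (-0.368). Some keratin genes outside the epithelial list were higher, KRT17 among them. Simulated unchanged libraries with counting error alone gave a mean of 44.3 called genes against vector. With an assumed coefficient of variation of 0.2 between cultures they gave 454, beside 1666 observed.

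The comparison of E2A with vector asked the same of E2A. Of 13901 genes, 680 were higher and 220 lower. CPA3 led the higher genes at 669-fold (119.7 to 26464), before VWA5B2 (289.6-fold, 79.8 to 2396) and UMODL1 (162-fold, 55.1 to 787). TNFRSF18 and LRRC15 had 0 reads in vector and were at least 50.6-fold and at least 38.3-fold higher. The immunoglobulin segment IGKV3OR2-268 was at least 63.9-fold higher, with reads that near-identical segments can share. COBLL1 was 67.3-fold (37.4 to 135) higher, NXPH3 92.5-fold (35.8 to 341), TTYH2 59.9-fold (34.8 to 113) and PRDM1, the gene of the plasma cell factor BLIMP1, 117-fold (31.9 to 967). Among lower genes ABCA13 was at 3.22-fold (2.52 to 4.14), the complement receptor gene C3AR1 at 2.93-fold (2.51 to 3.44), MC1R at 3.10-fold (2.49 to 3.89) and the metalloprotease gene ADAM28 at 2.56-fold (2.42 to 2.70). RAB7B (2.53-fold), SLC26A9 (2.53-fold), GPR84 (3.15-fold), S100A1 (3.75-fold), LINC00211 (4.85-fold) and SERPINB9 (2.21-fold) completed the lower end.

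Several lists that stood apart in E2-2 also did so in E2A. Of the plasmacytoid dendritic cell list, 9 of 20 measured members were higher and 0 lower (median log2 fold 0.72, percentile 100). PLAC8 was 7.67-fold (5.70 to 10.5) higher, MZB1 9.20-fold (5.08 to 18.3), IRF8 6.89-fold (2.71 to 22.4) and TNFRSF21 2.90-fold (2.58 to 3.26). CCND3 was 17-fold (14.9 to 19.5) higher, the called gene of the cell cycle progression list (median log2 fold 0.22, percentile 100). Of the cell cycle inhibitors, 3 of 20 measured members were higher and 0 lower (median log2 fold 0.24, percentile 99.7), with BTG2 3.13-fold (1.93 to 5.28), CDKN2D 2.65-fold (1.78 to 4.03) and FAS 2.71-fold (1.48 to 5.22) higher. Of the reported AML1-ETO targets, 3 of 24 measured members were higher and 0 lower (median log2 fold 0.38, percentile 100), with TRH 4.90-fold (4.66 to 5.15), RUNX3 2.05-fold (1.84 to 2.29) and BCL2 2.02-fold (1.82 to 2.24) higher. Of the MHC class I list, 2 of 12 measured members were higher and 0 lower (median log2 fold 0.37, percentile 99.97), with PSMB9 4.52-fold and NLRC5 2.24-fold higher. The AETFC partners lay below random lists with no call (median log2 fold -0.20, percentile 0.110). Mitochondrially encoded genes lay below random lists in E2A (median log2 fold -0.16, percentile 1.37). Their median in E2-2 was lower still (-0.25) but within a wider random range. That range was -0.296 to 0.0908 in E2-2 and -0.147 to 0.0841 in E2A.

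The interferon-stimulated list did not stand apart in E2A, where 5 of 27 measured members were higher and 0 lower (median log2 fold 0.11, percentile 86.9). MX2 was 15.4-fold (3.97 to 133) higher, OAS3 4.14-fold (2.39 to 7.61), RSAD2 3.24-fold (2.1 to 5.15) and CMPK2 2.30-fold (1.8 to 2.96). Other called members belonged to lists within the random range. IGLL1 was 6.71-fold (6.16 to 7.32) higher, above its fold in E2-2, and CD79A and RAG1 were 2.21-fold (1.43 to 3.49) and 2.43-fold (1.22 to 5.16) higher. FLT3 was 6.64-fold (5.12 to 8.74) higher, CSF1R 7.33-fold (4.74 to 11.8), EPOR 4.08-fold (3.33 to 5.03), CD9 70.6-fold (12.3 to 2824), CD82 11.1-fold (8.22 to 15.3) and SOCS1 7.5-fold (2.68 to 29.1). CD3D was 3.85-fold (1.86 to 8.74), NOTCH3 2.19-fold (1.39 to 3.53), ITGAX 2.04-fold (1.60 to 2.61), CCL5 2.11-fold (1.94 to 2.30) and TNFRSF10B, a death receptor gene, 2.16-fold (1.82 to 2.56) lower. The heat shock genes HSPA1A and HSPA1B, close copies that can share reads, were 2.46-fold and 2.26-fold higher. Of the further called members, S100A8 (at least 11.5-fold), ADGRG1 (11.5-fold), PIM1 (2.84-fold), ITGB2 (2.58-fold), BIK (2.57-fold), HMOX1 (2.38-fold), EGR1 (2.36-fold) and HES1 (2.18-fold) were higher, and HIST1H2AC (2.34-fold) and MS4A7 (2.27-fold) lower. Named after their values were seen, USP18 (2.07-fold) was the other interferon-stimulated gene called higher, and FOS (2.36-fold) and FOSB (2.0-fold) were the 2 lower members of the stress and immediate early list, which had 4 higher. The simulated number of calls at a coefficient of variation of 0.2 was 461, beside 900 observed.

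HEB against vector gave the fewest calls of the 3. Of 13695 genes, 349 were higher and 169 lower. VWA5B2 was 169-fold (46.5 to 1402) higher, and MYBPH and ADRA2B, without reads in vector, at least 55.9-fold and at least 45.2-fold. The filamin C gene FLNC was 32.2-fold (25.3 to 41.5) higher, NXPH3 65.0-fold (25.1 to 240.4), PLEKHA7 126-fold (22.3 to 5026), KRT17 113-fold (19.9 to 4504), PRDM1 68.8-fold (18.7 to 574), TTYH2 30.5-fold (17.66 to 57.8) and CREB3L1 38.6-fold (16.3 to 120.3). OLIG1 was 5.05-fold (3.13 to 8.52) lower, ANXA8 4.03-fold (2.44 to 6.97), EPHA1 3.73-fold (2.37 to 6.08) and KIR3DX1 5.04-fold (2.32 to 12.5). CDC42EP3 (2.33-fold), ADAM28 (2.18-fold), ADAMTS7 (2.24-fold), LINC00683 (4.70-fold), LOXL1-AS1 (3.14-fold) and RASSF4 (2.86-fold) followed. With a coefficient of variation of 0.2, simulated unchanged libraries gave 458 calls, beside 518 observed.

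In HEB the plasmacytoid dendritic cell list stood apart with fewer called genes: 3 of 18 measured members were higher and 0 lower (median log2 fold 0.24, percentile 99.91). PLAC8 was 3.67-fold (2.67 to 5.14) higher, TNFRSF21 2.56-fold (2.28 to 2.90) and IRF7 2.42-fold (1.95 to 3.02). CCND3 was 7.03-fold (6.12 to 8.11) higher (median log2 fold 0.21, percentile 100 for its list), TRH 2.02-fold (1.91 to 2.14, list median log2 fold 0.31, percentile 100) and CSF1R 4.63-fold (2.94 to 7.60, list median log2 fold 0.53, percentile 99.8). The granulocytic list lay above random lists, where 2 of 18 measured members were higher and 0 lower (median log2 fold 0.22, percentile 99.98), with S100A8 at least 11.9-fold and ITGB2 2.46-fold (2.03 to 3.0) higher. The interferon-stimulated list lay below them: 0 of 26 measured members were higher and 1 lower (median log2 fold -0.15, percentile 2.14), and OAS2 was 2.07-fold (1.16 to 3.80) lower. That median lay within random lists without the filter on low counts (-0.0916), with at least 100 reads (-0.0691) and from FPKM (-0.0746). The stem and progenitor list also lay below (median log2 fold -0.27, percentile 0.04), with no called gene, but its median was 0.0885 without the filter on low counts. Mitochondrially encoded genes lay below too (median log2 fold -0.17, percentile 0.05). FLT3 and THBD were 3.0-fold (2.26 to 4.03) and 2.53-fold (1.95 to 3.30) higher in the conventional dendritic cell list (median log2 fold 0.24, percentile 98.2), whose median lay within random lists without that filter (0.171), with at least 100 reads (0.171) and among protein-coding genes (0.243). EPOR was 2.68-fold (2.16 to 3.34) higher (median log2 fold 0.53, percentile 99.7). CPA3 was 92.4-fold (16.2 to 3685) higher. The median of the 4 measured members of its list (median log2 fold 0.39, percentile 97.8) turned to -0.00238 without that filter and lay within random lists from FPKM (0.176) and among protein-coding genes. SOCS1 was 7.31-fold (2.58 to 28.5) higher (median log2 fold 0.30, percentile 100). CDKN1C was 2.21-fold (1.56 to 3.14) lower and BTG2 2.19-fold (1.3 to 3.78) higher (median log2 fold 0.18, percentile 99.5), in a list whose median was 0.0255 and within random lists from FPKM. In lists within the random range, EGR3 (8.25-fold), CD82 (4.65-fold) and RAG1 (2.28-fold) were higher and CD22 (2.48-fold), CD8A (2.45-fold) and CD3D (2.40-fold) lower.

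**Figure D2:**
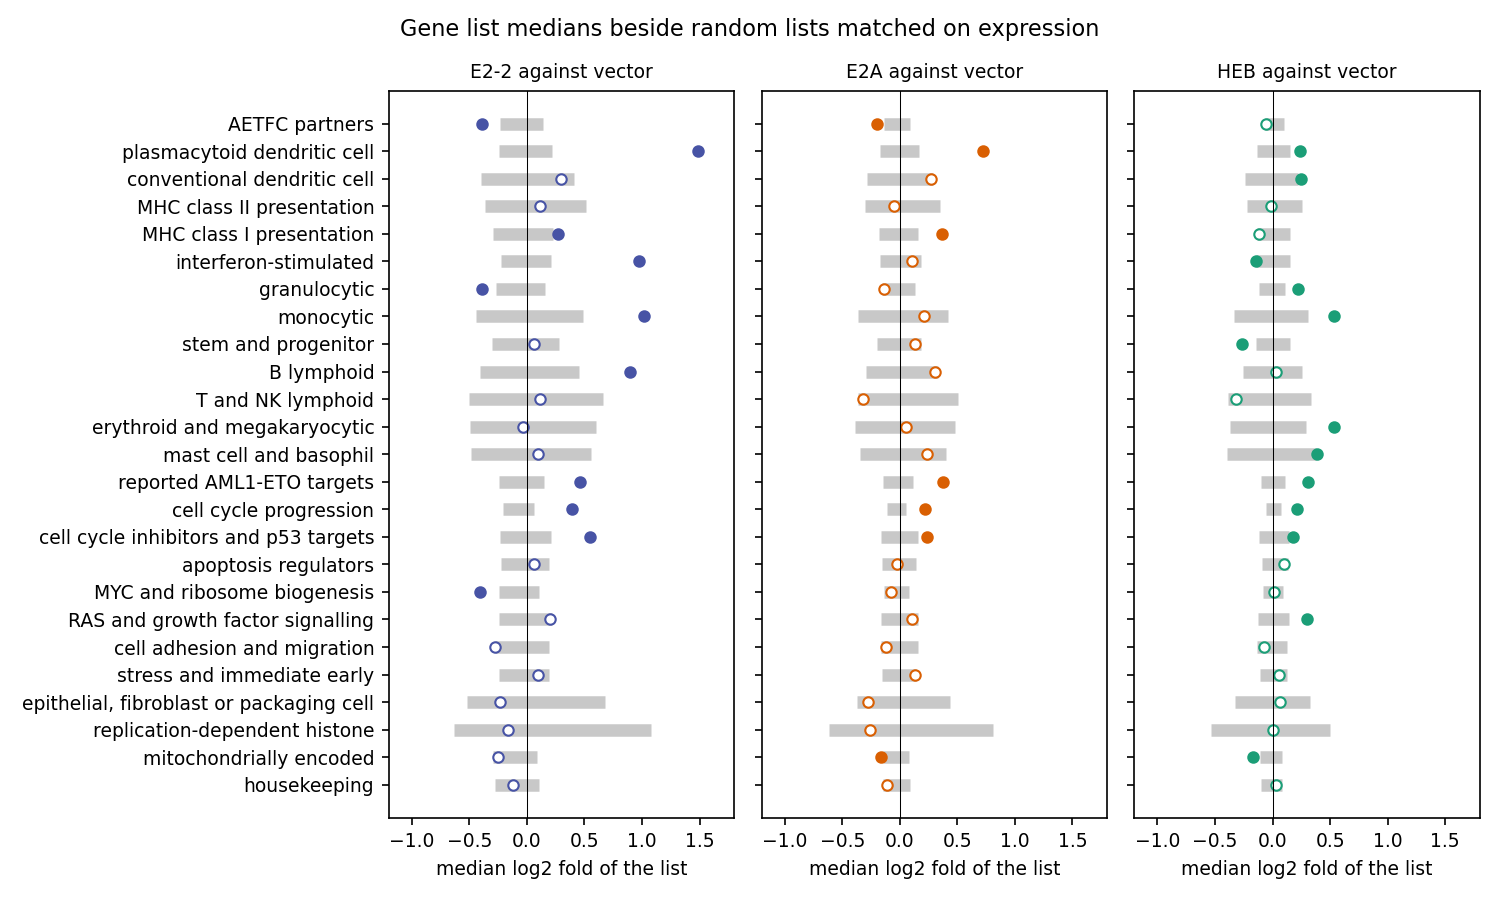
Median log2 fold over vector of 25 gene lists in E2-2, E2A and HEB, as points, with grey bars for the central 95% of 10000 random lists matched on expression. Filled points stand apart from random lists and open points do not. The plasmacytoid dendritic cell median is 1.49 in E2-2, 0.72 in E2A and 0.24 in HEB, and the interferon-stimulated median is 0.98, 0.11 and -0.15.

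The 3 comparisons were then set beside each other to see how far their calls overlapped. Among 13411 genes tested against vector in all 3, 469 were higher in both E2-2 and E2A, 295 in E2-2 and HEB and 277 in E2A and HEB. In all 3 libraries, 274 genes were higher and 42 lower. Of the 318 genes higher in HEB, 92.8% were also higher in E2-2. Because all 3 share 1 vector library, chance alone gives overlap. Unchanged libraries simulated at a coefficient of variation of 0.2 gave a mean of 20.8 and a maximum of 30 genes higher in all 3. For the pairs the means were 48.5, 48.7 and 49.6 and the maxima 66, 67 and 70. For lower genes the pairs shared 119, 93 and 56, beside simulated means of 23.4, 23.1 and 23.0 and maxima of 37, 37 and 34. The single vector library cannot be divided, so part of the excess may come from it.

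Median folds over vector of the 274 genes higher in all 3 went in the order E2-2, E2A, HEB, at 8.19, 4.66 and 3.40. The fold in E2-2 exceeded that in E2A for 225 of them, and that in E2A exceeded HEB for 209. All 3 folds were in this order for 166 genes. CCND3 follows it, and CPA3, which was highest in E2A, does not. Across 13700 genes with at least 10 reads in every library, the log2 folds over vector had Pearson correlations of 0.81 between E2-2 and E2A, 0.70 between E2-2 and HEB and 0.72 between E2A and HEB. Unchanged libraries sharing a control gave 0.50, 0.50 and 0.50 at a coefficient of variation of 0.2. The covariances were 0.293, 0.20 and 0.152, against simulated ones of 0.108, 0.108 and 0.109, or 0.0225, 0.0225 and 0.0225 with counting error alone. These correlations are across genes, which are not independent replicates.

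**Figure D3:**
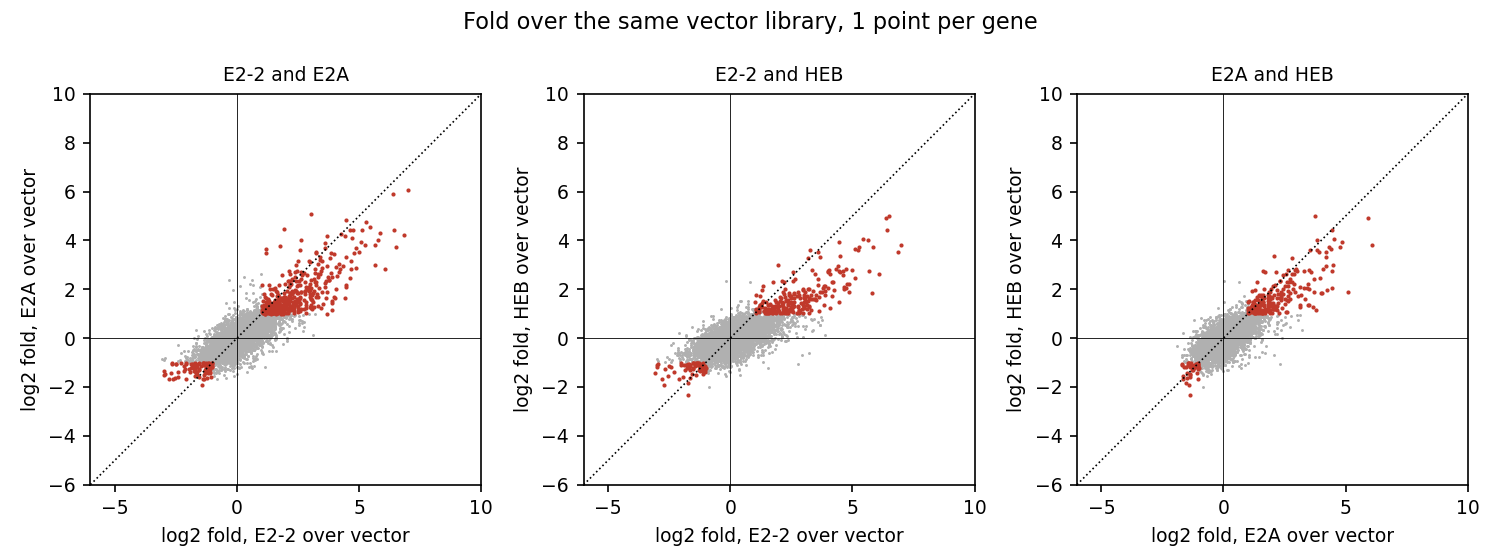
Log2 fold over the shared vector library in pairs of E protein libraries, 1 point per gene with at least 10 reads in each of the 4 libraries. Red points are genes called in the same direction in both libraries of a panel and the dotted line marks equal folds. Most red points on the higher side lie below the line in the panels for E2-2, and the fold was larger in E2-2 than in E2A for 225 of the 274 genes higher in all 3.

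E protein libraries were also compared directly, which leaves the vector library out. Between E2-2 and E2A, 511 of 14066 genes were higher in E2-2 and 227 lower. Apart from TCF4 (3636-fold, 1419.9 to 13348), C1orf127 was 37.6-fold (18.0 to 94.6) higher in E2-2, FBN3 20.2-fold (12.6 to 34.5), FRMD7, without reads in E2A, at least 15.9-fold and CHRD 12.1-fold (10.3 to 14.3). TTLL10 and its antisense partner TTLL10-AS1 had 0 reads in E2-2 and were at least 30.9-fold and at least 8.58-fold lower, with SORCS2 34.3-fold (11.5 to 169), LRRC15 13.9-fold (6.87 to 33.0) and TCF3 6.55-fold (6.30 to 6.80) lower. Of the interferon-stimulated list, 10 of 28 measured members were higher and 0 lower (median log2 fold 0.75, percentile 100): MX1 (7.57-fold, 4.29 to 14.4), CMPK2 (3.62-fold), RSAD2 (2.88-fold), XAF1 (2.93-fold), OAS3 (2.47-fold), SAMD9L (2.02-fold), IFI6 (2.16-fold), IFIT5 (2.55-fold), IRF9 (2.52-fold) and OAS1 (2.72-fold). Of the plasmacytoid dendritic cell list, 4 of 21 measured members were higher and 0 lower (median log2 fold 0.37, percentile 100): IRF4 (3.62-fold, 2.36 to 5.70), IRF7 (3.49-fold, 3.06 to 3.98), SERPINF1 (2.31-fold) and GPM6B (2.23-fold). Of the monocytic list, 2 of 9 measured members were higher and 0 lower (median log2 fold 0.68, percentile 99.94), with LILRB2 6.31-fold (3.73 to 11.3) and CSF1R 3.94-fold (3.35 to 4.66). ID3 was 2.23-fold higher. BTG2 was 3.99-fold (3.09 to 5.20) higher, TP53INP1 2.25-fold and CDKN1A 2.18-fold (median log2 fold 0.25, percentile 99.93). In the T and NK list IL7R, NOTCH3 and HES1 were 18.1-fold (4.60 to 156), 3.57-fold and 2.55-fold higher (median log2 fold 0.46, percentile 98.7). Of the reported AML1-ETO targets, 2 of 23 measured members were higher and 1 lower (median log2 fold 0.16, percentile 99.5). PAX5, 1 of the 2, was 2.23-fold higher, and the lower member was CTSG (2.23-fold). The MYC and ribosome biogenesis list (median log2 fold -0.35, percentile 0) and AETFC partners (median log2 fold -0.14, percentile 2.44) lay below random lists and cell cycle progression above (median log2 fold 0.11, percentile 99.96), none with a called gene.

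Between E2-2 and HEB the direct comparison called 846 genes higher in E2-2 and 218 lower, of 13891. TCF4 was 13622-fold (2445 to 538100) higher, PRSS2 72.7-fold (38.1 to 159.9), CHRD 50.4-fold (36.4 to 71.8) and GOLGA6A, which has close copies, 101-fold (27.7 to 844). The thrombopoietin gene THPO had 0 reads in HEB and was at least 23.3-fold higher. TCF12 was 5.75-fold (5.50 to 6.02) lower, SLC26A9 4.34-fold (3.37 to 5.67), MTMR11 8.94-fold (3.22 to 34.4), ADAMTS15 4.09-fold (3.20 to 5.30) and GPR84 4.86-fold (3.10 to 7.96). ID2 and ID3 were 6.0-fold (5.43 to 6.64) and 6.16-fold (5.37 to 7.09) higher. Of the interferon-stimulated list, 15 of 26 measured members were higher and 0 lower (median log2 fold 1.11, percentile 100), led by RSAD2 (14.1-fold, 8.82 to 23.8), MX1 (12.4-fold, 6.04 to 29.6), OAS3 (8.26-fold, 5.22 to 13.7) and CMPK2 (6.35-fold, 5.26 to 7.72). ISG15 was 2.53-fold higher, IFIT5 5.02-fold, DDX58 2.76-fold, IFIH1 2.13-fold and IRF9 2.84-fold. Of the plasmacytoid dendritic cell list, 12 of 21 measured members were higher and 0 lower (median log2 fold 1.21, percentile 100), with MZB1 (8.39-fold, 4.96 to 15.1), IRF8 (4.70-fold, 2.54 to 9.37), GPM6B (3.65-fold, 2.98 to 4.5) and PLD4 (2.61-fold, 2.28 to 2.98) among them. B lymphoid genes CD79A (4.40-fold), RAG1 (3.91-fold), PAX5 (3.10-fold) and IGLL1 (2.33-fold) were higher (median log2 fold 1.22, percentile 99.99), as were LILRB2 (25.1-fold, 9.48 to 94.1) and CSF1R (6.24-fold, 5.10 to 7.69) of the monocytic list (median log2 fold 0.46, percentile 97.8).

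Other lists that stood apart between E2-2 and HEB held fewer called genes. Above random lists lay cell cycle inhibitors (median log2 fold 0.50, percentile 100), with BTG2 5.71-fold (4.22 to 7.87) higher and SESN2 2.11-fold (1.83 to 2.45) lower, and apoptosis regulators (median log2 fold 0.21, percentile 99.1), with BMF 2.48-fold (2.14 to 2.88), PMAIP1 2.17-fold and BCL2 2.22-fold higher. CCND3 was 3.75-fold (3.56 to 3.96) higher (median log2 fold 0.11, percentile 99.8), IL6R 3.48-fold (2.98 to 4.08, list median log2 fold 0.29, percentile 99.7), IL7R 6.77-fold (2.61 to 22.3, list median log2 fold 0.73, percentile 99.3) and ADGRG1 2.95-fold (1.66 to 5.49, list median log2 fold 0.32, percentile 99.2). CTSS was 2.40-fold (1.99 to 2.91, list median log2 fold 0.44, percentile 98.4) and PSMB9 4.09-fold (2.47 to 7.08) higher (median log2 fold 0.33, percentile 99.7). Below random lists lay granulocytic genes (median log2 fold -0.22, percentile 1.94), with the proteinase 3 gene PRTN3 2.52-fold (2.47 to 2.56) and RNASE2 2.43-fold (2.07 to 2.86) lower, and erythroid genes (median log2 fold -0.64, percentile 0.06), with KLF1 3.04-fold (1.8 to 5.38) and NFE2 2.13-fold (1.43 to 3.22) lower but GP9 10-fold (4.31 to 28.4) and EPOR 2.79-fold (2.46 to 3.18) higher. MYC was 2.16-fold (2.05 to 2.27) lower (median log2 fold -0.46, percentile 0), and AETFC partners lay below without a call (median log2 fold -0.25, percentile 0.645).

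Further members of these lists were called higher in E2-2 than in HEB. In the plasmacytoid dendritic cell list they were PACSIN1 (3.64-fold), PLAC8 (3.50-fold), IRF7 (3.39-fold), NRP1 (2.75-fold), IRF4 (2.73-fold), SERPINF1 (2.72-fold), MAP1A (2.31-fold) and TNFRSF21 (2.04-fold), and in the interferon-stimulated list XAF1 (3.62-fold), SAMD9L (2.98-fold), IFI6 (2.41-fold), USP18 (2.29-fold), IFI35 (2.18-fold) and OAS2 (2.01-fold). Cell cycle inhibitors added TP53INP1 (2.78-fold), CDKN2D (2.44-fold), CDKN1A (2.15-fold) and CDKN1C (2.05-fold), growth factor signalling SOCS1 (3.77-fold), CSF2RB (2.39-fold) and PIM1 (2.33-fold), and the T and NK list HES1 (3.21-fold), NOTCH3 (2.39-fold) and NKG7 (2.40-fold). Single additions were LILRB1 (4.27-fold) and MYCN (2.76-fold), and S100A8 (4.16-fold) was higher against the direction of the granulocytic list.

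E2A and HEB differed least by direct comparison, with 332 genes higher in E2A and 97 lower, of 13944. These 429 calls are fewer than the 454 to 461 that simulated unchanged libraries gave against vector at a coefficient of variation of 0.2, and none were simulated for this comparison. SSX1 was 81.0-fold (22.1 to 674) higher in E2A, LRRC15 13.5-fold (6.91 to 30.2), SORCS2 12.5-fold (6.36 to 28.0), SH3TC1 10.3-fold (7.33 to 14.81) and the argininosuccinate synthase gene ASS1 9.22-fold (7.59 to 11.3). Besides TCF12 (4.97-fold, 4.78 to 5.18), MIR663AHG was 10.3-fold (3.20 to 52.9) lower, EGR3 6.23-fold (2.59 to 18.1), CST7 5.87-fold (2.73 to 14.4) and HIST1H2AC 3.87-fold (2.60 to 5.92). TCF3 was 5.17-fold (5.0 to 5.34), ID2 4.90-fold (4.43 to 5.43) and ID3 2.76-fold (2.38 to 3.20) higher. Lists above random ones were plasmacytoid dendritic cell (median log2 fold 0.28, percentile 99.97), with MZB1 7.32-fold (4.33 to 13.2), IRF8 2.81-fold (1.47 to 5.74), MAP1A 2.60-fold and PLAC8 2.09-fold higher, and interferon-stimulated (median log2 fold 0.34, percentile 100), with MX2 10.9-fold (3.44 to 55.5), RSAD2 4.88-fold (2.97 to 8.45) and OAS3 3.34-fold (2.04 to 5.72). IGLL1 was 3.57-fold (3.35 to 3.81) higher in the B lymphoid list (median log2 fold 0.33, percentile 98.4), PSMB9 4.07-fold (2.48 to 7.0) in MHC class I (median log2 fold 0.34, percentile 100) and MYCN 2.86-fold (1.68 to 5.08) in stem and progenitor genes (median log2 fold 0.20, percentile 99.3). ADGRG1, CD22 and CD79A were 2.15-fold, 2.19-fold and 2.01-fold higher. Granulocytic genes lay below (median log2 fold -0.16, percentile 0.700), with PRTN3 2.15-fold (2.11 to 2.19), RNASE2 2.24-fold and BPI 2.06-fold lower, and erythroid genes too (median log2 fold -0.70, percentile 0), with NFE2 2.62-fold (1.75 to 4.01) lower. The MYC (median log2 fold -0.13, percentile 1.46) and RAS (median log2 fold -0.18, percentile 0.550) lists lay below with no call.

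**Figure D4:**
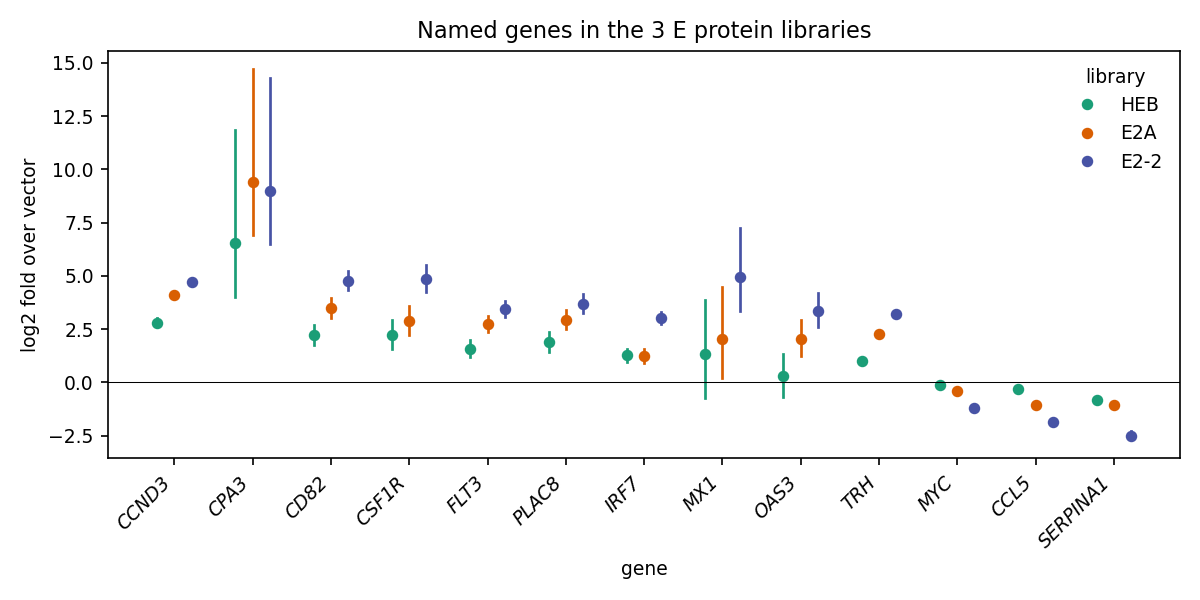
Log2 fold over vector with 95% counting intervals for 13 of the named genes in HEB, E2A and E2-2, picked after their values were seen to show both directions. CCND3 goes from 7.03-fold in HEB to 17-fold in E2A and 26.4-fold in E2-2, while MYC is 2.33-fold lower in E2-2.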

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

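Genes and tests given here were picked after the results were seen. Results are listed where libraries of 2 E proteins went in opposite directions from the same vector library. With 1 library each the difference between groups was not tested. Gene SH3TC1 (GRCh38 chromosome 4, 8182072 to 8241803) was higher in E2-2 and E2A (log2 fold 2.77 and 2.32) and lower in HEB (-1.05), from 72 reads in vector, 479 in E2-2, 406 in E2A and 37 in HEB. The log2 difference was 3.82 between E2-2 and HEB and 3.361 between E2A and HEB. MMRN1 was higher in E2-2 and lower in E2A, with 43 and 10 reads against 20 in vector and a log2 difference of 2.325. The non-coding gene RP11-513G19.1 was higher in E2-2 (63 reads) and lower in HEB (10) than in vector (22), with a difference of 2.781. Among gene lists, the granulocytic median lay below random lists in E2-2 and above them in HEB. Between these medians, E2-2 minus HEB was -0.6119. The interferon-stimulated median lay above random lists in E2-2 and below them in HEB, and E2-2 minus HEB was 1.125. The direct comparison of E2-2 with HEB gave a smaller granulocytic median of -0.22 and an interferon-stimulated one of 1.11. The granulocytic mean log2 fold over vector was positive in both libraries, 0.196 in E2-2 and 0.365 in HEB. Both list results depend on the processing: the granulocytic median in E2-2 lay within random lists without the filter on low counts, and the interferon-stimulated median in HEB lay within them without that filter, with at least 100 reads and from FPKM.

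The interferon-stimulated pattern was weighed further. In E2-2, 12 list members were called higher. The 22 annotated interferon genes had 3 reads in total in E2-2 and 3 in each other library, too few to say whether interferon gene transcripts in the E2-2 culture differed, and interferon protein was not measured. The low level in HEB, at a median of 1.26% of the E2-2 excess over vector, is what singled the list out and decides nothing further. If these genes had the same graded response as other genes higher in E2-2, E2A would show about 44.5% of the E2-2 excess, the median of all of them. The median of the 12 genes was 17%, at percentile 0.10 of 10000 random sets of as many genes higher in E2-2. But the E2A and HEB folds share the vector library, and a choice by HEB carries over to E2A. Among random sets matched on the share in HEB, with a median of 29.5%, the value lay at percentile 10, so the graded account stays open. Of the 12, 11 lay above vector in E2A and 6 in HEB. A stronger response to E2-2 may remain, as a hypothesis from 1 library each, and neither a signal from interferon in the E2-2 culture nor the same graded response as in other genes can be told apart from it.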

How the results depend on the processing

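Numbers of called genes depended on the rule far more than on the scaling. DESeq2 size factors, library totals and leaving the 3 factor genes out of the library size kept every number of called or shared genes within 1.5 times the reported one and the factor folds within their intervals. They shifted log2 folds by at most 0.0546. At a fold threshold of 1.5, genes higher and lower numbered 1878 and 1309 for E2-2 against vector, 1169 and 697 for E2A against vector, 657 and 511 for HEB against vector, 972 and 584 for E2-2 against E2A, 1489 and 838 for E2-2 against HEB, 727 and 350 for E2A against HEB, and 482 genes were higher and 202 lower in all 3. At a threshold of 4 they numbered 513 and 54 for E2-2 against vector, 271 and 2 for E2A against vector, 124 and 6 for HEB against vector, 127 and 33 for E2-2 against E2A, 229 and 10 for E2-2 against HEB, 69 and 6 for E2A against HEB, and 103 genes were higher and 0 lower in all 3. With at least 100 reads they numbered 753 and 285 for E2-2 against vector, 390 and 88 for E2A against vector, 183 and 55 for HEB against vector, 278 and 87 for E2-2 against E2A, 497 and 109 for E2-2 against HEB, 146 and 28 for E2A against HEB, and 158 genes were higher and 15 lower in all 3. These follow from what each rule admits. From the authors' FPKM as log2(value + 1), they numbered 577 and 133 for E2-2 against vector, 268 and 39 for E2A against vector, 116 and 35 for HEB against vector, 174 and 60 for E2-2 against E2A, 343 and 53 for E2-2 against HEB, 114 and 25 for E2A against HEB, and 92 genes were higher and 8 lower in all 3. On that scale the log2 folds of the factor genes in their own libraries were 4.103 for TCF4, 2.306 for TCF3 and 2.178 for TCF12, which the added 1 lowers by construction. Without a filter on low counts, the numbers that moved by over 1.5 times were 388 lower in E2A against vector, 574 higher in HEB against vector, 302 lower in HEB against vector, 767 higher in E2-2 against E2A, 367 lower in E2-2 against E2A, 581 higher in E2A against HEB, 222 lower in E2A against HEB. With an interval that excludes 1.5 they were 94 lower in E2A against vector, 62 lower in HEB against vector, 117 lower in E2-2 against E2A, 126 lower in E2-2 against HEB, 205 higher in E2A against HEB, 38 lower in E2A against HEB, 17 genes lower in all 3. Among protein-coding genes alone they were 133 lower in E2A against vector, 96 lower in HEB against vector, 143 lower in E2-2 against E2A, 64 lower in E2A against HEB, 24 genes lower in all 3. Every other number of calls stayed within 1.5 times.

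Reported gene list medians stood apart for 34 of 78 lists and comparisons with vector, 3 of them for the list that holds the transduced gene, and for 31 to 38 under the alternatives. Fewer lists and comparisons were covered with at least 100 reads (74), from FPKM (77) and among protein-coding genes (75). Part of the change in number can thus come from medians that these alternatives did not give. Medians that no longer stood apart were, by list, MHC class I presentation in E2-2 (0.2309 with at least 100 reads, 0.2189 from FPKM), granulocytic in E2-2 (-0.1953 without a low-count filter), B lymphoid in E2-2 (0.1431 without a low-count filter), conventional dendritic cell in HEB (0.1706 without a low-count filter, 0.1706 with at least 100 reads, 0.2428 among protein-coding genes), interferon-stimulated in HEB (-0.09161 without a low-count filter, -0.06911 with at least 100 reads, -0.07465 from FPKM), mast cell and basophil in HEB (0.1763 from FPKM, 0.39 among protein-coding genes) and cell cycle inhibitors and p53 targets in HEB (0.0255 from FPKM). Medians that came to stand apart were stem and progenitor in E2-2 (0.633 without a low-count filter), T and NK lymphoid in E2-2 (0.7419 without a low-count filter, 0.7565 from FPKM), RAS and growth factor signalling in E2-2 (0.2738 with at least 100 reads, 0.3049 from FPKM), cell adhesion and migration in E2-2 (-0.2192 from FPKM, -0.2747 among protein-coding genes), epithelial, fibroblast or packaging cell in E2-2 (-0.6493 with at least 100 reads), conventional dendritic cell in E2A (0.2256 from FPKM), granulocytic in E2A (-0.1743 with at least 100 reads, -0.1625 from FPKM), stem and progenitor in E2A (0.3141 without a low-count filter), stress and immediate early in E2A (0.1866 without a low-count filter, 0.2634 from FPKM), epithelial, fibroblast or packaging cell in E2A (-0.3657 with at least 100 reads, -0.3678 from FPKM) and MHC class I presentation in HEB (-0.1518 with at least 100 reads, -0.1486 from FPKM), and the cause was not tested. Without a filter on low counts, medians changed sign for stem and progenitor genes in HEB (0.08847) and for mast cell and basophil genes in HEB (-0.002384), and the cause was not tested. Of 336 folds of named called genes, none changed sign under any alternative, 168 were no longer called at a threshold of 4, 164 from FPKM, 74 with at least 100 reads, 24 with an interval that excludes 1.5, 3 with library totals and 2 with DESeq2 size factors. The alternative with protein-coding genes covered 326 of them. Alternatives for a table with normalised values alone did not apply, and no library could be left out since each group has 1. No paired analysis was possible because no result comes from a test and each group has 1 library. In simulated counts for HEB against vector, which left out differences between cultures, 94% of genes changed 3-fold were recovered. Genes under 30 reads in 2 libraries were not called at this depth.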

Other observations

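All tests given here were chosen after the results were seen, except the sum over receptor segments. Gene families not covered by the lists were grouped by symbol. Metallothionein genes, whose products bind metal ions, were called higher in E2-2 for 3 of 5 measured members, with MT1G at 23 reads in vector, 42 in HEB, 61 in E2A and 241 in E2-2 and MT1M at 3 reads in vector, 15 in HEB, 113 in E2A and 132 in E2-2. Summed over the family, metallothionein reads were 3019 in vector and 2311 in E2-2, so these are members with few reads. Of 5 measured keratin genes, 3 were higher in E2-2, with KRT17 at 1 read in vector, 120 in HEB, 107 in E2A and 478 in E2-2, KRT16 at 0 reads in vector, 29 in HEB, 64 in E2A and 292 in E2-2 and KRT80 at 3 reads in vector, 6 in HEB, 5 in E2A and 77 in E2-2. These 3 keratin genes and MT1M count as measured only through their E2-2 reads, so the change itself partly sets the number measured. COL18A1, a basement membrane collagen gene, was 11-fold higher in E2A, 2.59-fold in HEB and 2.30-fold in E2-2. The granzyme B inhibitor gene SERPINB9 was 4.56-fold and SERPINB1 2.53-fold lower in E2-2, whereas SERPINI1 was 31.7-fold higher. Cytosolic ribosomal protein genes had a median log2 fold of -0.38 in E2-2, -0.01 in E2A and -0.17 in HEB over 78 genes, with no gene called.

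Over all annotated genes, higher genes lay next to each other in the genome more often than shuffled calls did. Counting neighbours that do not overlap, 178 adjacent pairs were both higher in E2-2, against a mean of 79.8 and a maximum of 105 in 1000 shuffles of the calls. In E2A there were 87 against a mean of 26.8 and a maximum of 42, and in HEB 36 against 7.27 and 16. Among protein-coding genes there were 133 in E2-2 (maximum 95) and 53 in E2A (maximum 37). In HEB there were 19, above the shuffled mean of 5.87 but under the maximum of 20. Over all annotated genes, lower genes formed 41 pairs in E2-2 (maximum 29) and 13 in E2A (maximum 10). In HEB they formed 5, above the shuffled mean of 1.69 but under the maximum of 7. Pairs within a gene family were not counted apart. THPO and CHRD on chromosome 3 are a pair of adjacent higher genes.

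The 274 genes higher in all 3, with median folds in the order E2-2, E2A, HEB, were set against 3 explanations. Chance values of the vector library cannot tie folds that share no library. Over 13700 genes, however, log2 folds of E2-2 over HEB and of E2A over vector had a correlation of 0.53 (0.528 to 0.541 with 1 chromosome left out). The other pairs of folds without a shared library gave 0.28 (E2-2 over E2A, HEB over vector), under the bound of 0.30 set for the first pair, and 0.36 (E2A over HEB, E2-2 over vector). Simulated unchanged libraries gave at most 0.0419 for any of the 3. These values argue against vector chance as the whole account. How many of the shared calls it adds stays open. Carry-over of E2-2 cells, RNA or reads into the HEB library would bring TCF4 with it at about 34.5% of its E2-2 level, and it was at 0.00734%, with an upper bound of 0.0409%. The amount of transduced factor RNA stays open: the factor's excess over vector was 1060.0 CPM in E2A, 823 in E2-2 and 672 in HEB, and E2A exceeded E2-2 by a ratio of 1.29, but the length of the inserted cDNA, which sets the reads per transcript, and the protein levels are not known here. A graded difference between the 3 factors may therefore be biological, as a hypothesis that these libraries cannot tell apart from dose or from differences between single cultures.

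T cell receptor and immunoglobulin segments were often higher in the E protein libraries: 14 of 19 measured segments in E2-2, 11 of 19 in E2A and 10 of 17 in HEB. Some, such as TRBV2 (0 reads in vector, 121 in E2-2), count as measured only through their reads in the E protein library. The filter on reads thus partly sets these shares. In E2A 1 segment and in HEB 1 was lower, TRAV8-5 in each, and of 2 measured constant genes none was called against vector. TRBV5-4 had 5 reads in vector, 52 in HEB, 164 in E2A and 314 in E2-2. T cells in the E2-2 culture, which the GFP sort would not remove if infected, would bring their own abundant transcripts, but CD3D, CD3E and CD3G together had 9 reads in E2-2 and 46 in vector, a ratio of 0.201 (0.0866 to 0.416), with CD3D at 2 and 34. CD3E had 2 reads in E2-2 and 9 in vector, while CD3G had 5 and 3. The lower sum thus rests mostly on CD3D. Of 9 measured members of the T and NK list, 2 were higher in E2-2, IL7R (31.9-fold) and HES1 (5.58-fold). The 2 lower ones were CD3D and CD8A (2.25-fold). The list median (0.11) lay within random lists, but above them without the filter on low counts (0.742) and from FPKM (0.7565). The few CD3 reads thus do not settle whether T cells were present. B cells as a source were not weighed here. Reads moved between near-identical segments would leave their sum alone, but the sum over 444 annotated segments was 5.0-fold (4.52 to 5.55) above vector in E2-2. Sharing with sequences outside these segments was not tested. Transcription of receptor segments in E protein libraries is a candidate explanation that remains, as a hypothesis, and T cells as a source stay open beside it.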
